A study of Ruditapes decussatus with 15 samples. Its data were reported in "Insights into Molecular Features of Venerupis decussata Oocytes: A Microarray-Based Study" (2014).

How the data were processed

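Gene expression was measured in oocytes of 15 females of the European clam Venerupis (Ruditapes) decussata, 1 female per array, on a custom Agilent oligonucleotide microarray with single-colour (Cy3) detection and 59,951 probes. Oocytes of 10 females had been released after heat shocks, and those of 5 females had been stripped, that is, washed out of opened ripe gonads. Samples were grouped only from the labels. The D-larval rate, the share of incubated eggs that had become D-shaped larvae, was given for each spawned batch and put 5 females in the low hatching rate group (LHR, 5% to 21%) and 5 in the medium hatching rate group (MHR, 40% to 47%). The 5 stripped samples form the group STR. Females are named by the number the labels give them.

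The authors' scanner output holds, for each spot, the intensity that Agilent Feature Extraction computed. Per the labels, each slide was scanned at 2 sensitivities that the software joined, and the processed intensity is background subtracted and multiplicatively detrended within the array. The authors applied no scaling between arrays to these deposited intensity values. Dim spots carry a surrogate value set by the software. Per the file headers, the software was Feature Extraction 11.5.1.1 and the scanner model G2505C, which are not the version and model named in the study's methods. The authors also deposited a table of log2 values for 31,862 probes, which per the labels were quantile normalized, filtered on signal above background and adjusted for slide with parametric ComBat. How that adjustment treated the groups is not described, so it was tested on the values. ComBat was written out again in R and run on the quantile normalized scanner values of the same probes. With the 3 groups kept in its model, the deviations of each probe from its mean correlated with those of the deposited log2 table at r = 1.00 and 99.8% of values lay within 0.1 log2. Without the groups, r was 0.898 and 39.7% of values lay that close. With no ComBat at all the figures were 0.863 and 33.7%.

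For the main results, processed intensities of non-control probes were quantile normalized over the 15 arrays on the linear scale, floored at 1 and turned into log2. Probes well above background, by the software's own mark, on at least 5 of 15 arrays were kept, which gave 30,498 probes, 30,477 of them also in the deposited table. The array has 57,824 distinct probe sequences, so a few probes repeat another, and no 2 probes were merged. No spot was saturated. The software marked 1 to 9 spots per array as non-uniform. The 82 probes with such a spot on any array, 40 of which had passed the filter, were left out, so that 30,458 probes were tested. This step was not part of the original plan and was added after the first results. The counts of changed probes with those probes kept were the same in every comparison. Where a probe was well above background on no array of a group, a fold is given as "at least". It sets the mean of the brighter group against, for each array of the dimmer group, the higher of the lowest signal among probes well above background and the probe's own signal. The SE and p of such a probe take in the spread of signal not above background. They therefore do not measure spread between females of the dimmer group.

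Slide was read from the file headers. Slide 1 holds MHR females 27 and 32 with LHR females 30 and 37, slide 2 holds MHR females 3, 5 and 9, and slide 3 holds LHR females 14, 44 and 59 with all 5 STR females. Arrays of one slide were scanned together, so slide and scan cannot be separated. Comparisons were fitted with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested. A probe was called changed at an adjusted p under 0.015 and a fold over 1.5, the limits of the study. Slide entered as a fixed term for LHR against STR, for MHR against LHR, and for spawned against STR, the mean of LHR and MHR against STR over all 15 arrays. In these fits the difference between LHR and STR rests on slide 3 and that between MHR and LHR on slide 1, while the other arrays add to the estimate of the spread. A fitted log2 fold change can therefore depart from the difference of the plain group means. No slide holds both MHR and STR, so that comparison has no slide term. The principal component analysis (PCA) took the 30,458 probes centred, after slide had been removed by a linear model that kept the groups, and scores were compared with exact two-sided permutation tests over the 252 splits of 10 arrays, adjusted over the 6 tests. The smallest p such a test can give is 0.00794.

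Both comparisons with STR use the same 5 STR arrays. Their correlation and shared calls were set beside 20 simulations in which unchanged LHR and MHR groups were drawn and compared with the real STR arrays. Each probe was drawn apart from a normal distribution, with no slide effect. The simulations thus leave out slide differences and relations between probes, and their ranges are narrow for that reason. For counts of probes, the arrays were regrouped into other groups of the same sizes, 100 splits with the real one included.

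The tests, groups, thresholds, alternatives and the rule for naming probes were set before the data were examined, except where an alternative or test is said to have been chosen later. The probes named are those of the transcripts that the study's results speak of and those of apolipophorins, which the study's text does not mention. Added to these are the 3 probes in each direction with the largest mean log2 fold change among those changed in both comparisons with the same sign. For MHR against LHR the rule named the 3 largest changes each way among called probes. Gene names come from a list of 235 shared probes given with the study, and 58 of its probes matched the transcripts sought. That list was chosen by the study on these same samples, so it is not independent evidence. Calmodulin, which was sought, had no match in it. Ceramide synthase 6 and 1 apolipophorins probe did not pass the filter.

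Alternatives were scaling each array to its 75th percentile; normexp background correction with an offset of 50; no filter, a filter on positive and significant signal, and a filter on all 15 arrays; no slide term, or slide as a random block for MHR against STR; ComBat for slide without the groups; SAM, the two-class test of the study, written out in R with 100 permutations and no slide term; all 15 arrays in the fit; the deposited table; an adjusted p under 0.05; no minimum fold; and leaving out each array in turn. Alternatives chosen after seeing the data were all 15 arrays with a slide term, all 15 without one, ComBat with the groups kept, SAM on the deposited table, slide 3 alone, slide 1 alone, and slide removed without keeping the groups before the PCA. Tables were prepared in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

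The fits were tested on simulated data of 30,458 probes in which 200 were changed by 3 log2 units. With a simulated slide effect, LHR against STR recovered 69.5% of the 200 and called 1 other probe. MHR against STR recovered 84.0% but called 142 unchanged probes, against 3 without a slide effect, because slide and group coincide there. Spawned against STR recovered 70.0% and called 2 others. For MHR against STR with the slide effect, SAM recovered 83.0% and called 6 others, and ComBat without the groups recovered 30.0%, with the median change reduced to 1.27 log2.

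Tests of gene sets by name, planned for the case that the array files name genes, were not run, since the scanner files name no genes. Names of further probes in the study's other lists, which were chosen on these samples, were not used here. The number of arrays, 5 per group, limits the precision of every value.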

Results

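Expression profiles of released and stripped oocytes were compared on 15 arrays, 5 each for stripped oocytes (STR), spawned oocytes with a low hatching rate (LHR) and spawned oocytes with a medium hatching rate (MHR). Stripping harvests oocytes directly from the ovary, and such oocytes have not gone through spawning. The question was which transcripts differ between stripped and released oocytes whatever the later D-larval rate of the released batch. The D-larval rates were 5%, 11%, 12%, 14% and 21% in LHR and 40%, 41%, 44%, 46% and 47% in MHR. Since these form separate clusters of 5 females, no correlation with the rate was computed over the 10 spawned females.

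Of the 59,951 probes, 25,408 to 31,641 were well above background on an array (42.4% to 52.8%). The share was 47.6% ± 1.29 in STR, 48.3% ± 3.82 in LHR and 47.4% ± 1.15 in MHR (SD, n = 5 each), so the groups did not differ in it by more than the spread between females. The 100 brightest probes carried 27.8% to 40.8% of the signal. The slope of log signal on log dose of the spiked-in control RNAs, as the scanner software fitted it, was 0.945 to 0.992 on slide 1 and 1.01 to 1.04 on slides 2 and 3, a difference between slides that no group explains.

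In the principal component analysis with slide removed and the groups kept, PC1 held 31.6% of the variance and PC2 9.02%. Mean PC1 scores were 97.8 ± 7.77 in STR, 1.45 ± 13.4 in LHR and −99.3 ± 15.9 in MHR (SD, n = 5). Each pair of groups was apart on PC1 (exact two-sided permutation p = 0.00794, adjusted 0.00952), the smallest p that 5 arrays against 5 allow. The adjustment had used the group labels, so p values of adjusted scores on either component are no valid test of group differences. With group differences taken out, the 3 groups still lay apart on PC1 in 45 of 100 runs. On PC2 the mean score of LHR was −55.6 ± 32.9, against 27.4 ± 9.59 in STR and 28.2 ± 10.8 in MHR. LHR was apart from both (exact two-sided permutation p = 0.00794, adjusted 0.00952), while MHR and STR were not (exact two-sided permutation p = 0.897). Single females changed calls on PC2. LHR and STR were no longer apart without LHR female 14 (a difference of −56.4), nor were MHR and LHR without LHR female 14 or 44 (62.4 and 71.2), while MHR and STR came apart without LHR female 30 (−17.7). The choice that moved these results most was the slide adjustment itself. With no adjustment PC1 held 14.5% of the variance and PC2 10.1%. STR then stayed apart on PC1 (69.7 ± 12.0) from LHR (−32.1 ± 26.0) and from MHR (−37.6 ± 27.2), with an exact two-sided permutation p = 0.00794 for each (adjusted 0.0238). On slide 3 alone the 3 LHR females scored −64.1 to −18.6 and the 5 STR females 57.8 to 86.6. LHR and MHR overlapped (exact two-sided permutation p = 0.786, adjusted 0.943), and no pair was apart on PC2, where exact two-sided permutation p values were 0.278 to 0.944. The 15 females are shown without and with the adjustment in the plot of component scores.

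**Figure D1:**
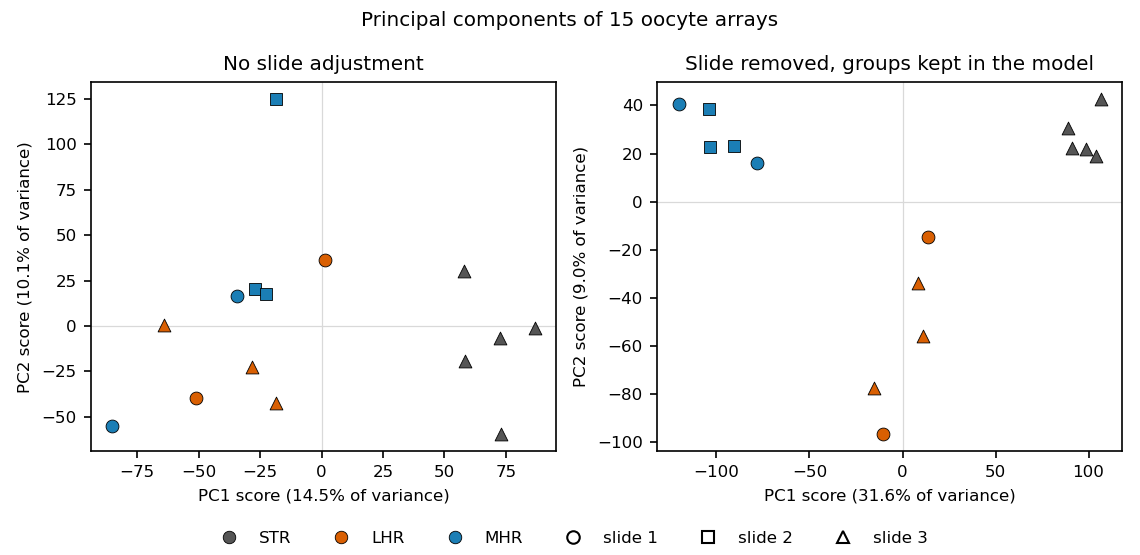
Scores of the 15 arrays on PC1 (x axis) and PC2 (y axis), on the log2 scale, with each point 1 female, coloured by group and shaped by slide. Without slide adjustment, STR lies apart from both spawned groups on PC1 and LHR and MHR overlap, with means of −32.1 and −37.6. After slide is removed with the groups kept, all 3 groups lie apart on PC1, with means of 97.8, 1.45 and −99.3. That adjustment used the group labels and can set groups apart by itself.

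Between LHR and STR, 14 of 30,458 probes (0.0460%) were changed, 10 of them higher and 4 lower in LHR, with 5409 probes (17.8%) at an unadjusted p under 0.05. Of the 4 lower probes, gonads_contig_478833_P (log2 fold change −3.69, adjusted p = 0.00265) and gonads_contig_14397_P (adjusted p = 0.000439, well above background on 5 STR and 0 LHR arrays) were not changed in MHR, where they stood at −2.14 and −0.70. These probes fall outside the naming rule and were chosen after their values were seen. The fit takes this difference from slide 3, which holds 3 LHR and all 5 STR females. On slide 3 alone 36 probes were changed, 26 higher and 10 lower, and all 14 were among them. Without a slide term 35 were changed, 17 higher and 18 lower, and 13 of the 14 were among them. The count moved most, to 694, with ComBat for slide run with the groups kept, an alternative chosen after seeing the data. In the authors' deposited table it was 686, and these held all 14. Single females also moved it. It fell to 9 without LHR female 14 or 44 and rose to 36 without LHR female 30 or 37, or without STR female 4. Leaving out LHR female 30 or 37 leaves 1 LHR array on slide 1, which the slide term absorbs, so that fit equals slide 3 alone.

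Between MHR and STR, 58 probes (0.190%) were changed, 17 higher and 41 lower in MHR, and 6822 (22.4%) had an unadjusted p under 0.05. No slide held both groups, so no value within a slide can be given for this comparison. With slide as a random block, 27 probes were changed, all among the 58. Bringing in LHR to link the slides, with all 15 arrays and a slide term, gave 1 changed probe and none of the 58. The deposited table gave 6521, among them 54 of the 58. SAM on that table moved the count most, to 8460, while ComBat without the groups gave 0. The count was 4 without STR female 1 or 5, 14 without MHR female 3 or 27 and 138 without STR female 4. Fitted fold changes of the 58 ran from −5.88 to 7.54 on the log2 scale.

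**Figure D2:**
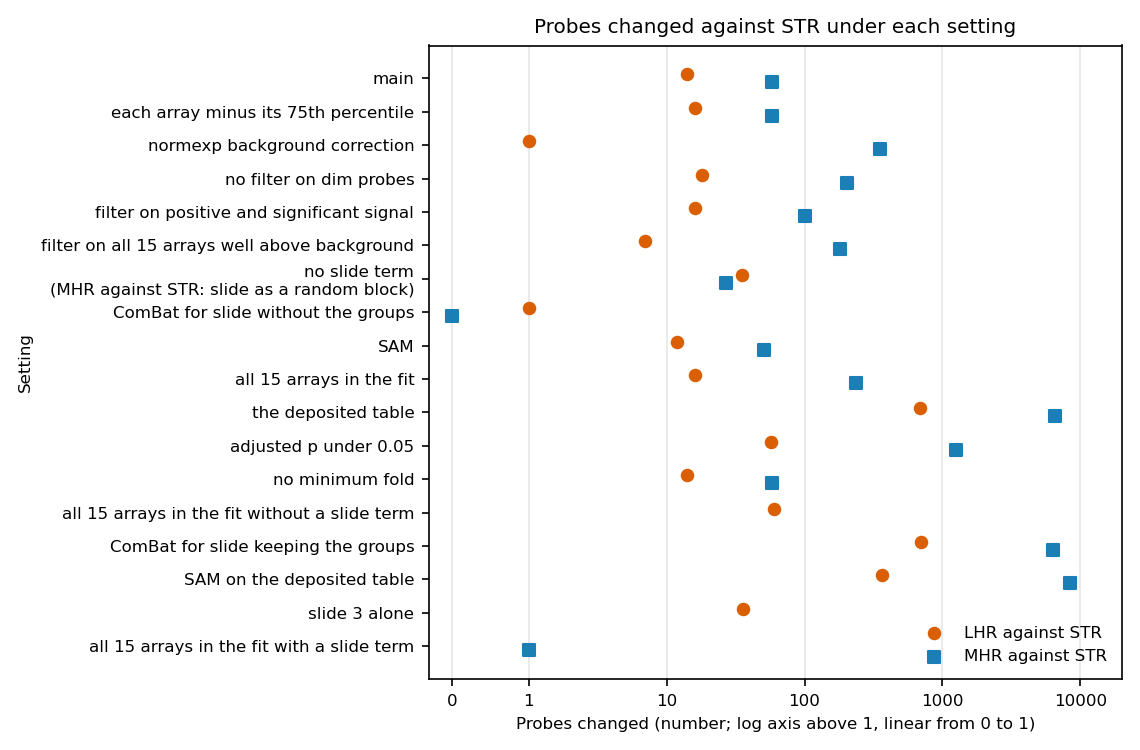
Number of probes changed (x axis, logarithmic above 1) between LHR and STR and between MHR and STR under each way of processing the arrays (y axis). Counts between LHR and STR ran from 1 to 694 and those between MHR and STR from 0 to 8460, and the largest came from values adjusted by ComBat with the groups kept.

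Changed in both comparisons were 8 probes (0.0263%), 6 higher and 2 lower in spawned oocytes, with 0 in opposite directions. The number was 0 without STR female 1 or 5, 1 without MHR female 3, 2 without MHR female 27 and 21 without STR female 4. The balance of higher and lower probes was not stable. It was 3 higher and 5 lower without a slide term or with slide as a random block, 4 and 9 with all 15 arrays in the fit, 0 and 6 with the filter on all 15 arrays, 6 and 15 without STR female 4, and 226 and 400 in the deposited table. All 14 probes called between LHR and STR, and 57 of the 58 called between MHR and STR, had the same sign of change in the other comparison. Across the 30,458 probes the log2 fold changes of the 2 comparisons correlated at r = 0.605, and 74.0% had the same sign. These are values across probes, which are not independent replicates, and both comparisons share the STR arrays. Of the 58 probes, 44 had the 3 LHR females of slide 3 beyond all 5 STR females of that slide in the direction of MHR, which chance gives in 1.79% of probes that were not picked by a comparison with the same STR arrays. Simulated unchanged groups against the same STR arrays gave a mean r of 0.434 (0.417 to 0.456) and 64.2% with the same sign (63.9% to 64.6%). In those simulations 0.1 probes on average were called in each comparison (0 to 1 for LHR, 0 to 2 for MHR) and 0 in both. They held no slide effect, while a simulated slide effect gave 142 calls of unchanged probes for MHR against STR. The distance of the real values from the simulated ones can therefore include slide differences. Of the 58 probes with the lowest p in each simulation, 13.7 on average (6 to 20) lacked overlap in that way on slide 3.

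Among the 8, the largest fitted increase was in gonads_contig_178849_P, named as a Serine-enriched protein (probe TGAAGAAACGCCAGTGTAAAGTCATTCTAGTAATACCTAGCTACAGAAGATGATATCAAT). Its log2 signal was 1.06 ± 0.001 in STR, 9.09 ± 0.82 in LHR and 8.60 ± 2.03 in MHR (SD, n = 5 each), and it was well above background on no STR array and on all spawned ones. The log2 fold change was 8.20 ± 0.40 (SE, adjusted p = 0.000223) in LHR and 7.54 ± 0.81 (SE, adjusted p = 0.00588) in MHR. As STR gives only a bound, the increase was at least 49.7-fold in LHR and at least 35.4-fold in MHR. The STR spread of 0.001 is that of a floor, so these SE and p values do not measure spread between STR females. Also named by the rule was gonads_contig_44673_N, Forkhead box protein E4 (probe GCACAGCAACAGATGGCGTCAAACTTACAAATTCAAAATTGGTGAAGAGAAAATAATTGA), with a log2 fold change of 7.65 ± 0.61 (SE, adjusted p = 0.00263) in LHR and 7.06 ± 0.92 (SE, adjusted p = 0.0115) in MHR, at least 30.0-fold and 27.0-fold. The other was gonads_contig_10955_N, an M-phase inducer phosphatase (probe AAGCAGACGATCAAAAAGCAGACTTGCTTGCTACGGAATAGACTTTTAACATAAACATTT), at 6.75 ± 0.48 (SE, adjusted p = 0.0011) and 6.08 ± 0.64 (SE, adjusted p = 0.00588), at least 52.4-fold and 37.3-fold, the highest bounds of these 3 probes. As STR was not measured above background in any of them, their increases have no order. In all 3 probes, which were picked for their change, the 10 spawned females lay above all 5 STR females, while chance gives that in 0.0333% of probes not so picked. The remaining 3 higher probes were M-phase inducer phosphatase 1, the Cdc25-like protein phosphatase twine and oocyte zinc finger protein XlCOF28, with fitted log2 fold changes of 5.46 to 6.32 in LHR and 4.78 to 5.59 in MHR. None was well above background on any STR array, so their increases were at least 9.61-fold to 21.6-fold in LHR and at least 6.67-fold to 14.6-fold in MHR. Over all 6 higher probes the STR SD was 0.001 to 0.76, in signal not above background, which limits each SE and p in that way.

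The 2 lower probes have no name in the list. In gonads_contig_41123_S (probe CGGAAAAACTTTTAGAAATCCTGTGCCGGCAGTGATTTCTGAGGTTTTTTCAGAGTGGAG) the log2 signal was 10.74 ± 0.59 in STR, 7.19 ± 0.45 in LHR and 7.85 ± 0.69 in MHR (SD, n = 5 each). Its log2 fold change was −3.56 ± 0.38 (SE, adjusted p = 0.0137) in LHR and −2.89 ± 0.38 (SE, adjusted p = 0.0115) in MHR. In gonads_contig_235146_AS (probe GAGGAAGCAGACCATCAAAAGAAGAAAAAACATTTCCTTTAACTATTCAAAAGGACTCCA) the values were −2.79 ± 0.30 (SE, adjusted p = 0.0137) and −2.79 ± 0.36 (SE, adjusted p = 0.0115). All 10 spawned females lay below all 5 STR females in both probes. The 8 probes, picked for their change, kept their direction under every alternative in which they were fitted, and 257 of 380 of those fits stayed past the thresholds. Some of these alternatives repeat the main estimate, so its direction could not turn there. The Serine-enriched protein stayed past them in 22 of 24 alternatives in LHR and 16 of 23 in MHR, with a log2 fold change of at least 3.34 throughout. Least firm over both comparisons together was gonads_contig_330949_N, the XlCOF28 probe, past them in 13 of 24 alternatives in LHR and 11 of 23 in MHR. Forkhead box protein E4 and M-phase inducer phosphatase 1 (gonads_contig_325639_N) were also past them in 11 of 23 in MHR, but in 20 and 22 of 24 in LHR. The 2 lower probes were each past them in 13 of 25 in LHR and 13 of 24 in MHR.

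Comparing spawned oocytes as a whole, the mean of LHR and MHR, with STR, limma with the slide term called 0 probes, with 5267 (17.3%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.0485. SAM, which had no slide term, called 221, of which 22 were higher and 199 lower. Limma without a slide term called 596, of which 261 were higher and 335 lower. The highest count with 1 female left out was 14, without MHR female 27.

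Between MHR and LHR, a comparison that the study did not make, limma called 0 probes. An unadjusted p under 0.05 was reached by 1170 probes (3.84%), fewer than the share that chance alone gives, and the smallest adjusted p was 0.0234. SAM called 3 probes, gonads_contig_21098_N, gonads_contig_52884_N and gonads_contig_62766_N, which are named here after their values were seen. In limma their log2 fold changes were 2.33, 2.00 and 4.69, with adjusted p values of 0.315, 0.503 and 0.255. Slide 1, the only slide with both groups (2 females each), also gave 0. Without MHR female 27 the count was 18.

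Of the transcripts sought, those that the study's results speak of and apolipophorins, 56 probes passed the filter. Over all probes, 7 were changed in LHR (4 without LHR female 14 or 44 or without STR female 1, 3 or 5, and 14 without LHR female 30 or 37) and 5 in MHR (0 without STR female 1 or 5, and 2 without MHR female 3 or 27 or without STR female 3), and 0 between MHR and LHR, where limma gave no adjusted p below 1, 0 of the 56 had an unadjusted p under 0.05 and SAM called none of them. Adjusted over the list alone, 56 were changed in LHR (32 higher, 24 lower) and 28 in MHR (13 higher, 15 lower), which is not independent evidence because the study chose the list on these samples. The sign was the same in both comparisons for 55 of 56. On slide 3 the 3 LHR females lay above all STR females in 32 probes and below them in 23, while chance gives no overlap either way in 3.57% of probes that were not chosen on these samples.

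M-phase inducer phosphatases, the Cdc25 phosphatases that drive entry into meiotic and mitotic division, were read by 11 probes. All were higher in spawned oocytes, with a median fitted log2 fold change of 4.27 in LHR (2.96 to 6.75) and 3.37 in MHR (2.39 to 6.08), and 4 and 2 of them were past the thresholds. In 10 of them STR gives only a bound, and the increases were at least 1.17-fold to 52.4-fold in LHR and at least 1.07-fold to 37.3-fold in MHR. With these probes at their bounds the median log2 fold change was 2.45 in LHR and 2.13 in MHR. With twine they make 12 Cdc25-type probes, of which 11 were well above background on no STR array, and between 7 and 10 of the 10 spawned females lay above all STR females. Frizzled-8, a Wnt receptor, was higher in 3 of 3 probes, at a fitted median of 3.39 in LHR and 3.22 in MHR and, with all 3 only bounded in STR, of 1.34 and 1.22 at the bounds, with 1 probe past the thresholds in LHR and none in MHR, by limma or by SAM, although all 3 had an unadjusted p under 0.05 there. XlCOF28 was higher in both its probes, at a fitted median of 5.36 and 4.70, or 3.21 and 2.80 at the bounds. Wnt-4 (at least 1.78-fold in LHR and 1.44-fold in MHR), sodium/calcium exchanger 3 (log2 fold change 4.22 and 2.64) and four-jointed (1.53 and 0.75) were higher but past the thresholds in neither comparison. Without STR female 2 the exchanger was past them (gonads_contig_22833_P, LHR against STR, at 5.15). On slide 3 alone, an alternative chosen after seeing the data, 14 of the 56 probes were past the thresholds in LHR, and these took in both XlCOF28 probes and 7 of the 11 M-phase inducer phosphatase probes. In the deposited table those past them were 51 in LHR and 52 in MHR.

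The 12 probes called yolk probes here are 1 of vitellogenin and 11 of apolipophorins, so values of the set are mainly those of apolipophorins. They stood higher in LHR than in STR without passing the thresholds in the main values. On slide 3 alone vitellogenin passed them, and in the deposited table so did most yolk probes in both comparisons. Vitellogenin, the yolk precursor, was at least 4.75-fold higher in LHR (adjusted p = 0.04), with no bound above 1 in MHR (adjusted p = 0.532), and was well above background on 0 of 5 STR, 4 of 5 LHR and 1 of 5 MHR arrays. The 11 apolipophorins probes had a median of 5.85 in LHR (3.09 to 7.26) and 0.89 in MHR (−0.28 to 2.03). The 2 pairs of identical probes among them count each transcript again. Between MHR and LHR none of these differed (limma adjusted p = 1). In that fit, which rests on slide 1, all 12 yolk probes stood higher in MHR, by 0.08 to 1.65 log2, the opposite order to the plain group means.

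Lower in spawned oocytes were 60S ribosomal protein L3 (7 probes, median −1.79 in LHR and −1.61 in MHR), 40S ribosomal protein S9 (3 probes, −1.79 and −1.80) and 60S acidic ribosomal protein P1 (2 probes, −1.56 and −1.08). Of these 12 probes only gonads_contig_118354_N, an L3 probe, was past the thresholds, in MHR (−2.55, adjusted p = 0.00465). Also lower, with no probe past the thresholds in the main values, were progestin and adipoQ receptor family member 3 (−4.53 in LHR, −1.95 in MHR), steroid 17-alpha-hydroxylase/17,20 lyase (−3.53, −2.39), regucalcin (−2.64, −1.53), calcium-activated chloride channel regulator (2 probes, −2.62, −1.86, of which gonads_contig_443450_N was well above background on no LHR array and at least 3.03-fold lower there), sphingomyelin phosphodiesterase (−2.32, −1.33), neutral ceramidase (2 probes, −1.37, −0.58), translin-associated protein X (−1.26, −1.58), U8 snoRNA-decapping enzyme (2 probes, −1.07, −0.83) and nucleoporin Nup37 (−1.07, −1.24). On slide 3 alone progestin and adipoQ receptor family member 3 and regucalcin passed the thresholds in LHR. The receptor was well above background on only 1 LHR and 3 MHR arrays. There it stood at 5.87 to 6.38, inside the 5.305 to 6.859 of STR. The other 6 spawned females stood at 1.07 to 2.39, so its folds rest on those females and on the floor. Regucalcin and the lyase were well above background on 1 LHR array each and on 2 and 3 MHR arrays. In MHR translin-associated protein X, nucleoporin Nup37 and 1 of the S9 probes passed them under normexp, with the filter on all 15 arrays and with all 15 arrays in the fit, and translin-associated protein X also without STR female 4 (gonads_contig_17044_P, MHR against STR, at −1.78). No direction given for these transcripts changed under scaling to the 75th percentile or normexp. Under the main scaling and these 2, the median log2 fold change of all probes against STR was 0.0075 to 0.0361 in LHR and 0.0158 to 0.0365 in MHR.

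Per female, the median log2 signal of the 12 Cdc25-type probes was 1.51 ± 0.07 in STR, where 11 of them were not well above background, 6.15 ± 1.05 in LHR and 5.63 ± 1.92 in MHR (SD, n = 5 each). Each spawned group was above STR (exact two-sided permutation p = 0.00794, adjusted 0.0238 over 6 tests) and MHR and LHR did not differ (exact two-sided permutation p = 0.627). The median of the 12 yolk probes, 11 of them of apolipophorins, was 3.09 ± 1.49, 6.78 ± 3.16 and 3.98 ± 1.54 in STR, LHR and MHR. No pair differed after adjustment, with LHR against STR closest (exact two-sided permutation p = 0.0556, adjusted 0.111). These 6 tests took no account of slide and were chosen after the values of single probes had been seen. On slide 3 yolk signal was 7.53 to 9.45 in the 3 LHR females and 1.42 to 5.17 in the 5 STR females. The 2 LHR females of slide 1 stood at 1.50 and 6.62.

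**Figure D3:**
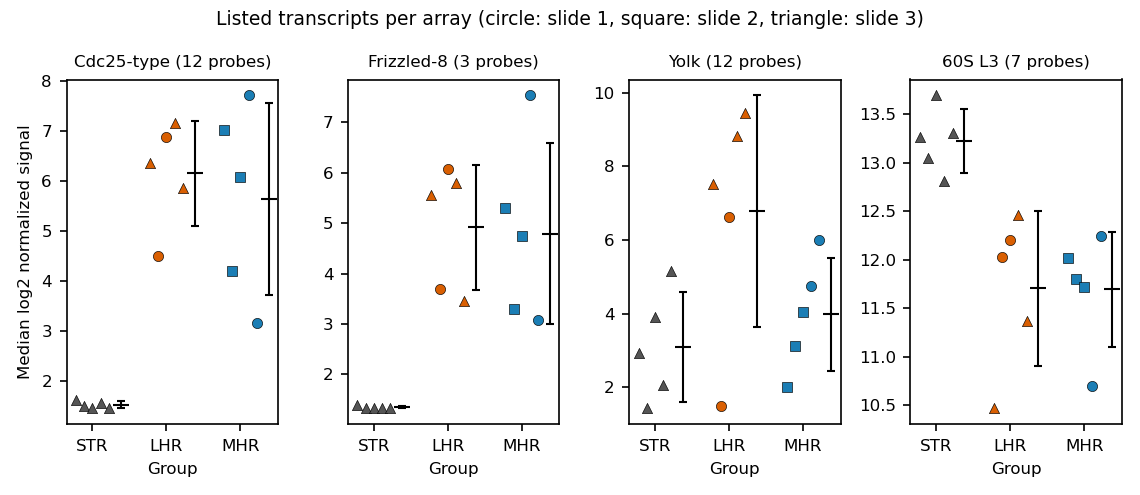
Median log2 signal per female (y axis) of the 12 Cdc25-type, 3 Frizzled-8, 12 yolk and 7 L3 probes in STR, LHR and MHR (x axis), with points for females and bars for the mean and SD of 5. The yolk probes are those of vitellogenin and, for the most part, of apolipophorins. Cdc25-type signal lay near 1.51 in all STR females and at 3.14 to 7.71 in spawned ones, and yolk signal spread widely in LHR (6.78 ± 3.16).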

Values the study reported

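The study analysed 31,862 of 59,951 probes in 15 samples. In its principal component analysis the first component explained 29% of the variation and the second 11%. Probes were selected at a false discovery rate under 1.5% and a fold change over 1.5. With these limits it listed 439 transcripts, 1.4% of all probes, as different between stripped and spawned oocytes in both comparisons, 438 of them in the same direction. Its spawned groups had D-larval rates of 5% to 21% and 40% to 47%.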

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

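Apart from the test of normalization for MHR female 27, the tests in this part were chosen only after the result was seen.

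In each group of 5 arrays, the highest or lowest female was picked out when its distance to the nearest of the others was over 0.71 of the group's range (Dixon's test). Of 207 groups tested (the 60 named probes in each of the 3 groups, with component scores and measures of signal), 18 held such an array. Chance picks out about 1 in 20 groups, or 10.35 of these. Of the 17 found in probes, 11 were in probes not well above background on all 5 arrays of the group, and 6 in probes that were, out of 97 such groups.

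MHR female 27 stood out most often. Without slide adjustment its PC1 score was −85.1, against −34.4 to −18.5 in the other 4 MHR females. In 3 probes of 60S ribosomal protein L3 it was the lowest of the group, at a log2 signal of 11.24 in gonads_contig_502791_P (others 13.22 to 13.38), 11.27 in gonads_contig_31065_P (12.46 to 12.88) and 10.90 in gonads_contig_112599_P (12.21 to 12.56), and it lay below the other 4 in all 7 L3 probes. It was also low in gonads_contig_55746_P, calcium-activated chloride channel regulator 4, at 1.53 (3.96 to 4.95). The signal level of the array argues against a weak hybridisation, since 46.8% of its probes were well above background, inside the 46.1% to 48.8% of the other 4. Normalization was tested by counting how often it lay below the other 4 in the L3 probes under 75th-percentile scaling and under normexp, which it did in 14 of 14 cases. A slide difference would have lowered female 32, on the same slide, as well, but its L3 median was 12.24, above the 11.71 to 12.01 of the 3 females of slide 2, while that of female 27 was below them. A different state of this female's oocytes and a mix-up with a sample outside the group both remain possible, and neither was tested. Without MHR female 3, 14 probes were changed between MHR and STR, 11 of them among the 58, with 1 changed in both and 2 sought probes. Falls of that size are therefore not particular to female 27. Without female 27 the 58 probes changed between MHR and STR became 14, of which 11 were among the 58, the 8 changed in both became 2, and the 5 sought probes changed in MHR became 2. The 0 calls of limma between MHR and LHR (1170 probes at an unadjusted p under 0.05, 3 calls by SAM) became 18, and its 0 calls between spawned oocytes and STR (5267 probes, 221 calls by SAM) became 14.

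STR female 1 was low in both chloride channel regulator probes, at 4.21 in gonads_contig_55746_P (others 6.12 to 6.66) and at 2.14 in gonads_contig_443450_N (5.42 to 5.89), where it was the 1 STR array of 5 not well above background. Its share of probes well above background was 47.0%, inside the 45.7% to 48.9% of the other 4 STR females, which argues against a weak array. The array stayed apart under both other scalings in gonads_contig_443450_N and not in gonads_contig_55746_P. A difference between females in this transcript is a candidate explanation that the design cannot test. The fall of these 2 probes in spawned oocytes was past the thresholds in neither comparison. Without this female the 58 probes changed between MHR and STR became 4, and those changed in both went from 8 to 0. Leaving out STR female 5 instead also gave 4 and 0, so these falls are not particular to STR female 1.

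Most of the other arrays picked out lay at or near background, where a small absolute difference sets an array apart. In STR, where the probe was well above background on 0 arrays, these were gonads_contig_273250_P (twine) in female 4 at 1.77 (others 1.27 to 1.41), gonads_contig_259558_P in female 3 at 1.87 (1.35 to 1.37) and gonads_contig_266116_P in female 5 at 1.49 (1.31 to 1.36), both M-phase inducer phosphatases, gonads_contig_165338_N (Frizzled-8) in female 1 at 1.39 (1.33 to 1.34) and gonads_contig_380871_N (Wnt-4) in female 5 at 2.89 (1.31 to 1.33). Sodium/calcium exchanger 3, gonads_contig_22833_P, was well above background in STR female 2 alone, at 5.99 (1.17 to 1.74). In gonads_contig_29704_N (four-jointed), above background on 3 STR arrays, female 2 stood at 4.44 (3.80 to 3.90). In LHR, gonads_contig_266116_P was at 1.34 in female 30 (4.77 to 6.12 in the 4 others, all well above background), and gonads_contig_364919_P (progestin and adipoQ receptor family member 3) was at 5.87 in female 37 alone (1.07 to 2.39). In probes well above background on all 5 arrays, U8 snoRNA-decapping enzyme, gonads_contig_12281_P, stood at 9.19 in STR female 2 (9.60 to 9.75) and neutral ceramidase, gonads_contig_385495_P, at 7.75 in MHR female 9 (9.15 to 9.57).

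Whether normalization set these single arrays apart was tested over all 17 probe groups. In 4 of them the same array stayed apart under both 75th-percentile scaling and normexp, and among the 6 with all arrays well above background in 2. The 4 were exchanger 3 in STR female 2, chloride channel regulator 1 in STR female 1 and the L3 probes gonads_contig_502791_P and gonads_contig_112599_P in MHR female 27. The third L3 probe, gonads_contig_31065_P, did not keep its distance under both, but female 27 stayed the lowest of the group in it, as in the 14 of 14 cases above. For the other 12, the same array did not stay apart under both scalings, so normalization and a real difference between females cannot be told apart. How far the scalings themselves spread arrays near background was not measured. With all arrays well above background, the number found is close to that of chance. Exchanger 3 at 5.99 in 1 stripped female is above the level where the other 4 were read, and its cause was not tested.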

How the results depend on the processing

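Alternatives chosen only after the result was seen were all 15 arrays with or without a slide term for single comparisons, ComBat with the groups kept, SAM on the deposited table, slide 3 or slide 1 alone, and slide removed without keeping the groups before the PCA; tests in this part were otherwise set before.

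What kept best were the directions of named probes. Over 2860 fits of named probes under all alternatives, 2358 kept their direction and their side of the thresholds, 341 moved past them, 154 fell short of them and 7 turned. The 8 probes changed in both comparisons never turned and stayed past the thresholds in 257 of 380 fits. Scaling to the 75th percentile and dropping the minimum fold moved no count by over 1.5 times. The differences of STR from MHR and from LHR on PC1 kept their direction under every alternative, and that from LHR fell short of the threshold under 1 of them, given below. Except where stated, the cause was not tested.

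The main counts were 14 for LHR against STR, 58 for MHR against STR, 8 in both, 0 for MHR against LHR and 0 for spawned against STR, with a correlation of 0.605 and, among the transcripts sought, 7 probes in LHR and 5 in MHR. Normexp gave 1 for LHR against STR (1 higher, 0 lower), 350 for MHR against STR (176 higher and 174 lower, against 17 and 41), 1 in both, 1 for MHR against LHR, 1 for spawned, r = 0.695 and 1 sought probe in LHR. With no filter MHR against STR gave 204 (97 higher, 107 lower), MHR against LHR 1, spawned 21, r = 0.530 and 4 sought probes in LHR. The filter on positive and significant signal gave 100 (33 higher, 67 lower), 1, 3 and r = 0.547. The filter on all 15 arrays gave 7 for LHR against STR (1 higher, 6 lower), 181 for MHR against STR (76 higher, 105 lower), r = 0.724 and 0 sought probes in LHR, where probes absent from STR cannot pass by construction.

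Without a slide term LHR against STR gave 35 and spawned against STR 596, and with slide as a random block (consensus correlation 0.0198) MHR against STR gave 27, with r = 0.697 and 3 sought probes in MHR. ComBat without the groups gave 1, 0 and 0 in both, r = 0.726 and 0 sought probes in either comparison, as it removes what slide and group share. SAM gave 3 for MHR against LHR, 221 for spawned and r = 0.697. All 15 arrays in the fit gave 236 for MHR against STR (102 higher, 134 lower), 13 in both, 2 for MHR against LHR and 3 and 10 sought probes. With a slide term as well, MHR against STR gave 1 and 0 sought probes, and without one LHR against STR gave 60. The main fit of spawned against STR already held all 15 arrays. For it this setting took LHR and MHR as 1 group instead, which gave 42. Slide 3 alone gave 36 and 14 sought probes for LHR against STR. An adjusted p under 0.05 gave 57, 1256, 36 in both, 1 for MHR against LHR, 15 for spawned and 13 and 25 sought probes, since it is the looser limit.

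The deposited table gave 686 (249 higher, 437 lower), 6521 (3150 higher, 3371 lower), 626 in both, 344 for MHR against LHR, 5493 for spawned, r = 0.725 and 51 and 52 sought probes. ComBat with the groups kept gave 694, 6358, 636, 322, 5350, r = 0.726 and 52 and 52. SAM on the deposited table gave 363, 8460, 342, 964, 6578, r = 0.725 and 50 and 56.

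PC1 held 31.6% of the variance in the main values, 35.6% with normexp, 14.5% without adjustment and 14.9% where the groups were not kept. PC2 held 9.02%, and 10.1% without adjustment, 10.4% in the deposited table, 11.9% at unit variance and 10.9% where the groups were not kept. The PC1 difference between LHR and STR was −96.4 and became −85.5 where the groups were not kept, no longer past the threshold, with LHR female 30 (51.1) above 3 of the STR females (34.8, 37.2 and 42.6). That between MHR and LHR went from −101 to −5.46 without adjustment and turned to 32.9 where the groups were not kept. On PC2 the difference between LHR and STR went from −83.0 to −2.33 without adjustment, −37.1 at unit variance and −21.6 where the groups were not kept, and that between MHR and LHR from 83.8 to 31.5 with normexp, 38.4, 50.3 and 14.7. That between MHR and STR, 0.838 and not past the threshold, stayed short of it except without LHR female 30 (−17.7), and turned to −5.46 with 75th-percentile scaling, −0.247 with no filter and −6.95 where the groups were not kept.

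Leaving out 1 array at a time gave 9 (without LHR female 14 or 44) to 36 (without LHR female 30 or 37, or STR female 4) for LHR against STR, 4 (without STR female 1 or 5) to 138 (without STR female 4) for MHR against STR, 0 (without STR female 1 or 5) to 21 (without STR female 4) in both, 0 to 18 (without MHR female 27) for MHR against LHR and 0 to 14 (without MHR female 27) for spawned. The correlation ran from 0.535 (without LHR female 14) to 0.640, sought probes from 4 to 14 in LHR (without females 14 and 30) and from 0 to 6 in MHR (without STR females 1 and 4). The share of PC1 was 30.9% to 41.8% and that of PC2 8.45% to 11.4%. PC1 differences were −115 to −70.5 for LHR and STR, −237 to −197 for MHR and STR and −158 to −92.4 for MHR and LHR. On PC2 they were −109 to −56.4, −17.7 to 10.9 and 62.4 to 93.6. Where 1 array is left on a slide, the slide term absorbs it.

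Of named probes, 2 apolipophorins probes turned. In gonads_contig_58836_N, MHR against STR, at 0.46, leaving out 1 array gave −0.26 (without MHR female 32) to 1.11 (without STR female 5). In gonads_contig_29092_N, MHR against STR, at −0.28, it gave −0.55 (without STR female 2) to 0.074 (without STR female 5), ComBat without the groups gave 0.46, all 15 arrays with a slide term 3.17, and each of the deposited table, ComBat with the groups kept and SAM on the deposited values gave 2.50.

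No paired analysis was possible because each array is a different female and the replicate numbers only follow the order of the samples. Gene sets by name were not run, as they were planned only for scanner files that name genes, and names of further probes in the study's other lists were not used here. Signal over background limits what can be read, since 25,408 to 31,641 probes (42.4% to 52.8%) were well above it on an array. Of the 12 Cdc25-type probes, 11 were not well above it on any STR array, so STR gives only a bound for them. Their fitted fold changes are no bounds, and the bounds are smaller.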

Other observations

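Of the tests in this part, those chosen before the result was seen are the regroupings of the arrays, the shuffles of labels within slides for the 3 groups on the components and for LHR against STR in the deposited table, the slide test of the probes changed between MHR and STR, and the shared stretches of the Cdc25-type probes. All others were chosen only after the result was seen.

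The number of probes changed in both comparisons with STR was 8, and their share was 0.0263%. Both are lower than the values quoted from the study above. In the authors' deposited table limma gave 626 such probes and SAM 342. The study's text describes MHR as the group that stood apart on the second component. In the main values and in the deposited table it was LHR that did so, with PC2 scores of −83.3 to −34.3 in LHR and 22.8 to 49.0 in the other 10 females of the deposited table.

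Chance as a cause of the counts was tested by regrouping the arrays, with 100 splits in each case and the real one among them. Only the real split reached 14 changed probes for LHR against STR (1 of 100, the others gave 0 to 7), 58 for MHR against STR (1 of 100, others 0 to 11) and 8 in both (1 of 100, others 0 to 2). For spawned against STR, 0 probes were called in the real split and 0 to 44 in the others, so the number of calls does not set the real split apart. Only the real split reached 5267 probes at an unadjusted p under 0.05 (1 of 100, others 731 to 3291). Between MHR and LHR, 67 of 100 splits gave at least the 1170 probes of the real one (others 783 to 3201), so a chance division of the females cannot be excluded as the source of those probes.

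The deposited log2 table called far more probes than the scanner values did, and the reason may lie in how slide had been adjusted. Its values match a ComBat run that kept the 3 groups. On the quantile normalized scanner values of the same probes, with no slide term, that step alone brought LHR against STR from 39 changed probes to 647, close to the 686 of the deposited table, MHR against STR from 76 to 6543 (deposited 6521) and MHR against LHR from 0 in limma to 339 (deposited 344). To see what the step gives without group differences, these were taken out of the values by a linear model, slide differences were left in, and the remaining array profiles were put in another order, 60 times. MHR against STR then gave a median of 1815.5 changed probes (0 to 8524) after the step and 448 (up to 1983) without it, against 76 without it in the real values. Slide differences as the model estimates them thus give calls for MHR against STR by themselves, and the step raises their number, so part of its 6521 may come from slide and the adjustment together. Those estimates rest on 2 arrays against 3 of 1 group and were the same in every run. They include noise of estimation, so the runs can overstate what slide gives. In random values with no group or slide difference the median over 10 runs was 923 (782 to 1036), and 0 in limma without the adjustment. Only 1 of the 60 runs reached 6521, which argues against the adjustment as the source of all of them, although that run shows that such a count can arise. For LHR against STR, 0 of the 60 runs reached 686 (0 to 75). The adjustment thus raised that count, but in these runs gave no such count where the groups did not differ. For MHR against LHR, 25 of the 60 runs reached 344. Labels shuffled within slides decide nothing here, because slide 2 holds MHR only and shuffled groups keep part of the real ones. They gave a median of 2056 changed probes for MHR against STR, with 0 of 60 shuffles at 6521, and 0 of 60 at 686 for LHR against STR.

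The component scores leave a similar question open. With group differences taken out in the same way, the 3 groups lay apart on PC1 in 45 of 100 runs once they were kept in the slide adjustment. The share of PC1 was then 19.1% to 38.7% (median 29.5%), and 29 runs reached the real 31.6%. The adjustment and real differences between the 3 groups therefore cannot be told apart on this plot. Labels shuffled within slides lay apart in 82 of 100 shuffles, which again keeps part of the real groups. MHR and LHR, which the adjustment put apart on PC1, overlapped without it (exact two-sided permutation p = 0.786), so that separation may come from the adjustment. The separation of STR from both spawned groups on PC1 stood without any adjustment, but LHR and STR overlapped where slide was removed without keeping the groups.

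A slide difference was weighed for the 58 probes changed between MHR and STR, which share no slide. If slide were the cause, LHR females of slide 1 should differ from LHR females of slide 3 as MHR does from STR. Over the 58 probes the median ratio of these differences was 0.0903, inside the −0.156 to 0.131 of the other 9 ways of picking 2 of the 5 LHR females. Within slide 3, which holds both LHR and STR, 57 of the 58 changed in the same direction, with a median ratio of 0.801, against 51.4 probes (47 to 55) and 0.482 (0.356 to 0.598) in simulated unchanged groups that share the STR arrays. This argues against a difference between slides 1 and 3 as the whole cause. Slide 2, which holds 3 of the 5 MHR females and no other group, is tied to the rest only through MHR. Within MHR, slides 1 and 2 differed in 2 called probes, with 2332 (7.66%) at an unadjusted p under 0.05, and within LHR slides 1 and 3 in 0 by limma, with 1887 (6.20%). With group differences taken out and slide differences left in, MHR against STR gave a median of 448 changed probes without ComBat over the probes of the deposited table, where the real values gave 76. The slide differences left in are estimates that include noise. Whether true slide differences are enough for a count like that is therefore not shown. Such runs were not made over the probes that gave the 58. The tests above speak only against slides 1 and 3, and slide 2 remains open as a source of some of the 58.

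Cdc25-type probes were the clearest family among the increases, and the study had chosen them on these samples. On slide 3, where LHR and STR were hybridised together, the 3 LHR females lay above all 5 STR females in 12 of 12 probes, which argues against a slide difference. Normalization was tested through the lowest log2 fold change of any of these probes over 75th-percentile scaling and normexp and both comparisons, which was 0.42, so none turned. The number of transcripts behind the 12 probes is uncertain. Of the 66 pairs, 3 shared a stretch of 15 bases, which leaves 9 groups of probes, but different stretches can belong to 1 transcript, so 1 transcript read by several probes and several transcripts cannot be told apart without the transcript sequences, which were not used here. A release from the ovary or the maturation that goes with it is a candidate explanation, as a hypothesis, and it was not tested apart from the method of collection.

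Across the 10 spawned females, Cdc25-type and Frizzled-8 signals varied together (Pearson r = 0.886, permutation p = 0.00044, adjusted 0.00088; Spearman rho = 0.927, permutation p = 0.00045, adjusted 0.0009), and r was 0.859 without the 2 females farthest from the median, MHR 32 and MHR 5. Cdc25-type and Wnt-4 signals gave r = 0.942 (permutation p = 0.0002, adjusted 0.0008) and rho = 0.927 (permutation p = 0.00034, adjusted 0.0009), with 0.947 without the same 2 females. Both relations are among 4 computed. Cdc25-type and yolk signals were not related (r = 0.239, permutation p = 0.504, adjusted 0.638; rho = 0.2, permutation p = 0.584, adjusted 0.609; 0.276 without the 2 females). The signal level of the arrays was tested as a cause through the correlation of the Cdc25-type signal with the share of probes well above background, which was r = −0.169 (permutation p = 0.638, adjusted 0.638; rho = −0.188, permutation p = 0.609, adjusted 0.609; −0.379 without the 2 females). Once the means of slide and group had been taken out, Cdc25-type and Frizzled-8 signals correlated at r = 0.953, so slide and group do not make the relation. That released oocytes differ between females in 1 shared state, such as the time since release, may explain it and was not tested. The range was wide, from a Cdc25-type median of 3.14 in MHR female 32 to 7.71 in MHR female 27, both on slide 1.

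Yolk probes, most of them of apolipophorins, were higher in LHR than in STR by 5.51 log2 within slide 3, as the mean over females of the median probe, which argues against a slide difference there. Between LHR and MHR the plain group means were 6.78 and 3.98, but on slide 1, the only slide with both, the order was the opposite, with LHR minus MHR at −1.33, with 2 females each, 1 of which, LHR female 30, had the lowest yolk signal of the spawned females (1.50). With so few females a slide difference and a difference between females cannot be told apart. The 3 LHR females of slide 3 stood at 7.53 to 9.45 and those of slide 1 at 1.50 and 6.62. The exact two-sided permutation p of MHR against LHR was 0.111 (adjusted 0.167). Whether oocytes of low hatching rate carry more vitellogenin or apolipophorins transcript than those of medium rate is not decided by these arrays.

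Probe names end in P, N, S or AS, and the meaning of these endings is not stated in the files used here. S and AS probes made up 27.6% of those tested (8400) but 21 of the 41 probes lower in MHR than in STR and 0 of the 17 higher (Fisher's exact test, two-sided, p = 0.000153). GC content and signal level were tested with 10,000 random lists matched on both, which held 12.0 such probes on average and at most 24, with 21 lists reaching 21. The difference between LHR females of slides 1 and 3 in the 21 was a median 0.0468 of that between MHR and STR. In 18 of the 21 the 3 LHR females of slide 3 lay below all 5 STR females of that slide. Simulated unchanged groups that share the STR arrays gave 5.25 on average (1 to 9) among as many probes with the lowest p and a decrease, so this argues against a slide difference as the whole cause. Between LHR and STR without a slide term, 15 of 18 lower and 0 of 17 higher probes were S or AS, while on slide 3 alone they were 3 of 10 lower and 1 of 26 higher. Of the 41 lower probes 3 are in the study's list of 235 shared probes, 8 of which are S or AS. What sets these probes apart may be the kind of transcript they read, and no biological explanation was tested.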
